# SIRT1 but not its increased expression is essential for lifespan extension in caloric-restricted mice

**DOI:** 10.1111/acel.12151

**Published:** 2013-11-19

**Authors:** Evi M Mercken, Jia Hu, Susan Krzysik-Walker, Min Wei, Ying Li, Michael W McBurney, Rafael de Cabo, Valter D Longo

**Keywords:** anti-aging, caloric restriction, lifespan, SIRT1

## Abstract

The SIRT1 deacetylase is one of the best-studied putative mediators of some of the anti-aging effects of calorie restriction (CR), but its role in CR-dependent lifespan extension has not been demonstrated. We previously found that mice lacking both copies of SIRT1 displayed a shorter median lifespan than wild-type mice on an *ad libitum* diet. Here, we report that median lifespan extension in CR heterozygote SIRT1^+/−^ mice was identical (51%) to that observed in wild-type mice, but SIRT1^+/−^ mice displayed a higher frequency of certain pathologies. Although larger studies in additional genetic backgrounds are needed, these results provide strong initial evidence for the requirement of SIRT1 for the lifespan extension effects of CR, but suggest that its high expression is not required for CR-induced lifespan extension.

## Introduction

The discovery that sirtuins influence yeast replicative lifespan more than 10 years ago sparked wide interest about their biological role in aging, age-related diseases, and calorie restriction (CR)-mediated lifespan extension. Although the contribution of SIRT1 in both longevity and CR-mediated lifespan extension in lower organisms is a subject of debate (Kaeberlein *et al*., 2004; Fabrizio *et al*., 2005), there is evidence that SIRT1 plays an important role in delaying or ameliorating the onset of some age-associated diseases (Herranz *et al*., 2010). However, the role of SIRT1 in the mediation of CR-dependent lifespan extension in mammals remains elusive and controversial (Fontana *et al*., 2010; Hayflick, 2010).

To determine whether SIRT1 modulates the effects of CR on aging in mammals, we subjected 2–5-month-old mice of three different genotypes (SIRT1^+/+^, SIRT1^+/−^, and SIRT1^−/−^) that had normal, reduced, or no expression of SIRT1 to either 40% CR or *ad libitum* (AL) diets. SIRT1^−/−^ mice on CR displayed a short lifespan (Fig. 1A) (Boily *et al*., 2008; Li *et al*., 2008), whereas CR extended the lifespan of both SIRT1^+/−^ and SIRT1^+/+^ mice by 51% (Fig. 1A and Table S1–S2). The deletion of one SIRT1 allele resulted in a trend for decreased maximum lifespan under CR conditions (Fig. 1A). These results indicate that high expression of SIRT1 is not required for the lifespan extension caused by CR.

**Figure 1:**
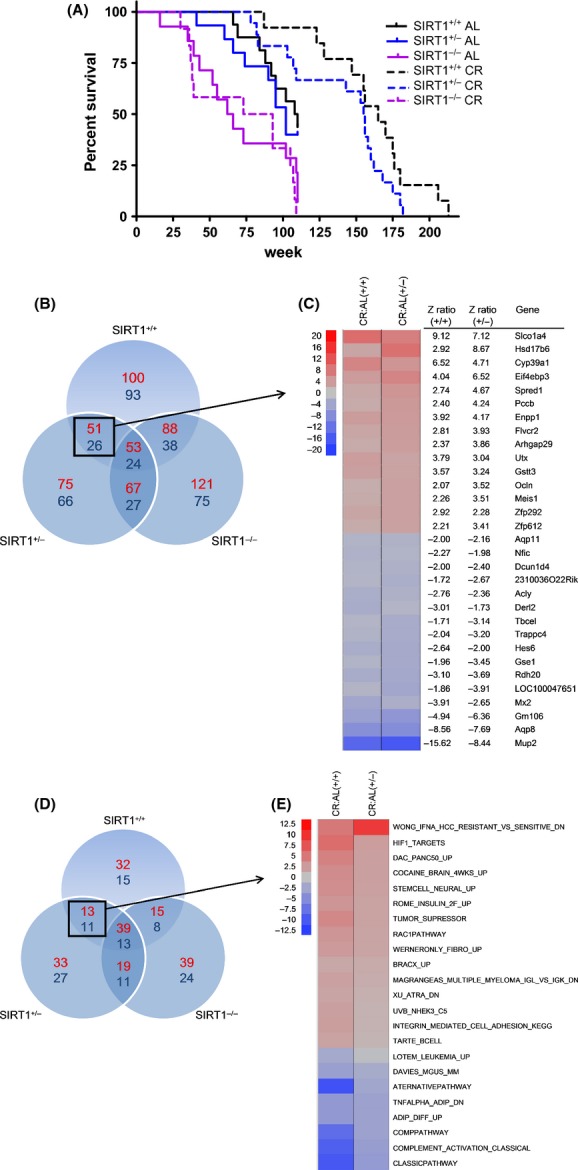
Genetic manipulation of SIRT1 increases lifespan. (A) Kaplan–Meier survival curves of the indicated genotypes under *ad libitum* (AL) and 40% CR-fed conditions, with *P*-values calculated using the log rank test. A significant increase in median and maximal lifespan was observed in SIRT1^+/+^ and SIRT1^+/−^ versus SIRT1^−/−^ mice (*P* < 0.001 and *P* < 0.01, respectively (median), and *P* < 0.001 for both comparisons (maximal)). No statistically significant difference in median lifespan was observed between SIRT1^+/+^ and SIRT1^+/−^ (*P* = 0.108), whereas maximal lifespan tended to be extended in SIRT1^+/+^ compared with SIRT1^+/−^ mice (*P* = 0.067). No statistical differences in median lifespan between AL- and CR-fed SIRT1^−/−^ mice were detected. Venn diagram showing the gene (B) and pathway (D) interactions between the different diets and genotypes (upregulated and downregulated genes/pathways are shown in red and blue, respectively). The most highly significant upregulated and downregulated common genes (C) and pathways (E) between SIRT1^+/+^ and SIRT1^+/−^ are shown.

To address how SIRT1 heterozygosity affects its expression, we measured SIRT1 expression in the liver. Our data show that, under both dietary regimes, there was a genotype-associated proportional decrease in SIRT1 expression both at the mRNA and protein levels (Fig. 2). SIRT1 expression showed a trend of increase in CR compared with AL animals (Fig. 2), in agreement with the increase in SIRT1 protein levels reported for mice, rats, and humans (Baur *et al*., 2012).

**Figure 2:**
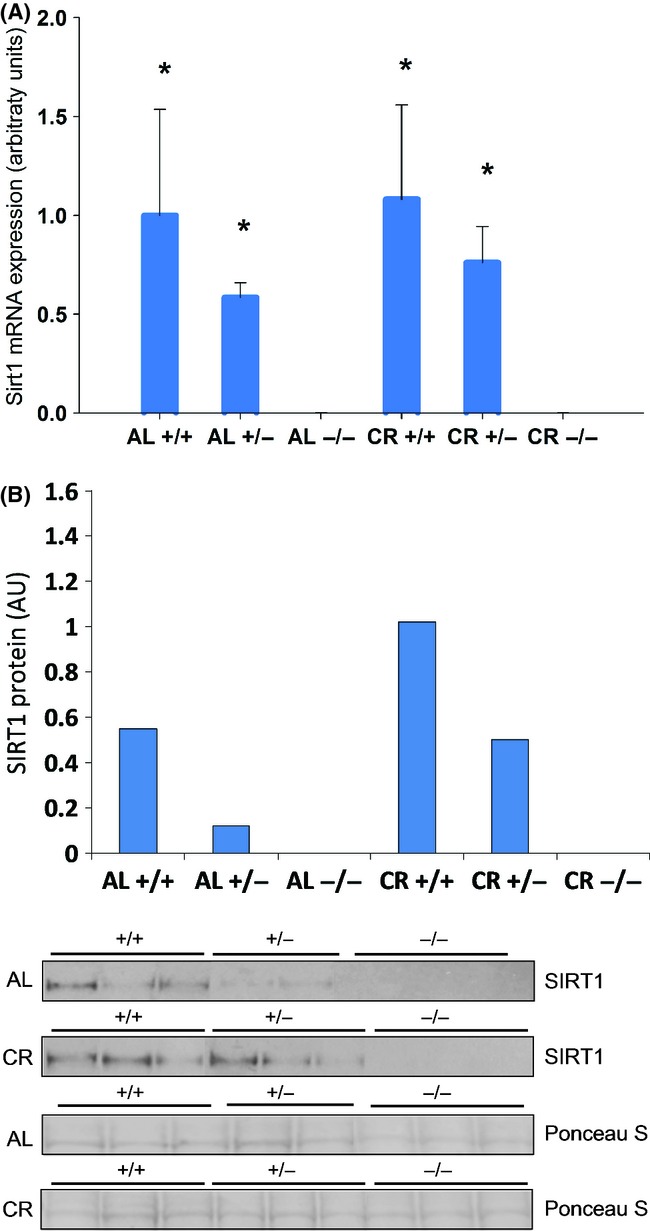
SIRT1 expression is increased in response to CR. (A) SIRT1 mRNA levels were measured by RT-qPCR. Liver homogenates from *ad libitum* (AL) and 40% CR-fed SIRT1^+/+^, SIRT1^+/−^, and SIRT1^−/−^ mice were tested. A significant increase in SIRT1 expression in CR and AL-fed SIRT1^+/+^ and SIRT1^+/−^ mice was observed as compared to SIRT1^−/−^ mice (*P < 0.05). *n* = 3 for all groups. Error bars indicate SEM. (B) SIRT1 protein levels were determined by Western blotting. *n* = 2–3 for all groups.

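Liver RNA from 18 mice was hybridized to MouseRef-8 v2 beadchips, which measure the amount of each transcript by the fluorescence of the probes it binds. The mice were SIRT1+/+, SIRT1+/- or SIRT1-/- and had been fed ad libitum (AL) or a 40% calorie-restricted (CR) diet. The AL groups held 3 SIRT1+/+, 2 SIRT1+/- and 4 SIRT1-/- mice, and each CR group held 3 mice. The mice were 13 to 16 months old at sampling. The sample labels place their age at the start of the diets at 2 to 5 months, and the supplement at 3 to 5 months.
The probe of Sirt1, the targeted gene, had a mean scaled log2 signal of 1.14 ± 0.0548 (SD, n = 3) in AL SIRT1+/+, 0.911 ± 0.0664 (n = 2) in AL SIRT1+/- and 1.04 ± 0.167 (n = 4) in AL SIRT1-/- livers. On CR it was 1.51 ± 0.46 in SIRT1+/+, 1.23 ± 0.12 in SIRT1+/- and 1.35 ± 0.385 in SIRT1-/- livers (n = 3 each). Over both diets, SIRT1-/- minus SIRT1+/+ was -0.13 (standard error 0.14, limma adjusted p = 0.9998, two-sided exact permutation p = 0.441 over 700 rearrangements). Whether this probe lies in the deleted part of the gene is not known here, so its level checks no genotype label, while the RT-qPCR and protein levels of Fig. 2 run lower with fewer alleles.
Xist, the transcript of the inactive X chromosome of females, was detected in 7 libraries, at signals of 416 to 839, in which none of the 3 Y-linked probes had a detection p under 0.01. In the other 11 libraries Xist was at 55.2 to 74.1 and the Y-linked Eif2s3y at 318 to 828. Of the 7 libraries, 2 were CR SIRT1+/+, 1 was CR SIRT1+/-, 2 were CR SIRT1-/- and 2 were AL SIRT1-/-. The sample labels call every mouse male and the supplement gives male/female, so sex was not used as a label.
The deposited signals are BeadStudio averages with no background subtraction, and the deposited z-scores are their log z-transformation within each array. For the values given here, the z-scores were put back on a log2 scale with the mean SD of the arrays (1.84). Genes were kept where a probe had a detection p under 0.05 in at least 2 libraries, with the brightest probe per gene symbol, which left 8950 genes. They were tested with limma in 1 fit of the 6 group means, with Benjamini-Hochberg adjustment. Per library, 10726 to 11386 of 25697 probes were detected, with group medians of 11007 (AL SIRT1+/+), 10780 (AL SIRT1+/-), 10929 (AL SIRT1-/-), 11085 (CR SIRT1+/+), 10913 (CR SIRT1+/-) and 11135 (CR SIRT1-/-). The median signal per group ran from 61.4 to 66.5 in the AL groups and from 73.5 to 81.3 in the CR groups. The deposited columns number all CR libraries before all AL libraries, so a batch in that order could not be told apart from diet. The Z values of Tables S3 and S4 were met within 0.02 from the libraries as labelled for 234 of 251 genes in SIRT1+/+, for 12 in SIRT1+/- and for 8 in SIRT1-/- mice. With the library labelled AL SIRT1-/- replicate 1 counted as AL SIRT1+/- they were met for 233 genes in SIRT1+/- and 235 in SIRT1-/- mice. The labels were kept, and values for each genotype carry this limit, those of SIRT1+/+ mice through the spread shared in the fit.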

To investigate whether reduced SIRT1 expression in the SIRT1^+/−^ mice affected the levels of SIRT1-dependent genes altered by CR in the liver, we performed microarray analyses. 

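In livers of SIRT1+/+ mice, Cyp4a12a, a fatty acid hydroxylase, had a mean scaled log2 signal of 6.95 ± 0.314 (SD, n = 3) on AL and was detected in 0 of 3 CR libraries, so it was at least 188-fold lower (adjusted p = 0.000788 from limma). Its paralog Cyp4a12b was at least 5.89-fold lower and Elovl3, a fatty acid elongase, at least 5.60-fold lower, both undetected on CR (adjusted p = 0.00209 and 0.00118). C6, a component of complement, fell by 2.98 on the log2 scale (standard error 0.44, adjusted p = 0.00618), and Derl2, which acts in degradation from the endoplasmic reticulum, fell by 0.93 (standard error 0.14, adjusted p = 0.00618). Cyp4a14, an omega-hydroxylase of fatty acids, rose by 5.30 (standard error 0.81, adjusted p = 0.00751), and Slc7a2, a carrier of cationic amino acids, rose by 1.28 (standard error 0.18, adjusted p = 0.00557). Xist was detected in 2 of 3 CR and 0 of 3 AL libraries of these mice. Diet and sex are thus partly mixed in this comparison, and how much of each change above is due to sex was not measured.
Of 8950 genes tested with limma, 24 rose and 35 fell on CR in SIRT1+/+ livers. The split was 136 up and 92 down with array quality weights, and 57 and 47, 24 and 19, and 55 and 53 without CR SIRT1+/- replicate 2, AL SIRT1+/+ replicate 3 and AL SIRT1-/- replicate 4. In SIRT1+/- livers 0 genes rose and 2 fell, with 746 at an unadjusted p under 0.05, and the 2 became 6, 0, 1 and 0 without CR SIRT1+/- replicate 1, CR SIRT1+/- replicate 3, AL SIRT1+/- replicate 1 and AL SIRT1+/- replicate 2. The 2 genes that fell were Elovl3, by 3.09 (standard error 0.43, adjusted p = 0.0113, detected in 1 of 3 CR libraries), and Sbspon, a secreted protein with a somatomedin B domain, by 1.95 (standard error 0.25, adjusted p = 0.0101, detected in 2 of 3 CR libraries). Both fell in SIRT1+/+ livers too, Sbspon by 1.52 (standard error 0.23, adjusted p = 0.00618), and neither was called in SIRT1-/- livers.
The paper's text names no Z limit, and 1.5 was taken as the smallest size in the SIRT1-/- column of Table S4. At a Z ratio beyond 1.5 with an unadjusted limma p under 0.05, 91 genes rose and 71 fell in both SIRT1+/+ and SIRT1+/- livers. Lists of these sizes drawn independently would share 6.5 and 3.27. Of these, 53 that rose and 47 that fell did not pass these thresholds in SIRT1-/- livers. In SIRT1+/+ and SIRT1-/- livers 75 shared rises and 38 shared falls passed, against 9.98 and 4.54 for independent lists. Of the 100 genes, 78 had the same sign in SIRT1-/- as in SIRT1+/+ livers, against 5999 of all 8950 genes. With limma, 85 passed for the CR effect averaged over the genotypes. The difference of the CR effects in SIRT1+/+ and SIRT1-/- livers passed for 1. It had an unadjusted p under 0.05 for 52 of the 100, against 466 of all 8950 genes. The 100 were picked for passing in SIRT1+/+ and not in SIRT1-/- livers, which by itself makes such a difference likely. For the 59 genes the count became 10, 20, 18 and 32 without AL SIRT1+/+ replicate 1, AL SIRT1+/+ replicate 2, CR SIRT1+/+ replicate 1 and CR SIRT1+/+ replicate 2, and 97, 104 and 108 without CR SIRT1+/+ replicate 3, CR SIRT1+/- replicate 2 and AL SIRT1-/- replicate 4. It was 24 with the Y-linked transcripts as a covariate (7 up and 17 down), of which 23 were among the 59. In the libraries with a Y-linked transcript detected, 1 CR SIRT1+/+ library stands against 3 on AL, too few to tell how many calls hold there. The count was 12 (6 up and 6 down) with the library labelled AL SIRT1-/- replicate 1 counted as AL SIRT1+/-, a setting chosen after seeing the data. Elovl3 in SIRT1+/- livers had an adjusted p of 0.0502, 0.197 and 0.141 without CR SIRT1+/- replicate 3, AL SIRT1+/- replicate 1 and AL SIRT1+/- replicate 2, and Sbspon one of 0.0502 and 0.141 without the first and the last of these. Cyp4a14 in SIRT1+/+ livers had one of 0.0513 without AL SIRT1+/+ replicate 1, and the 100 genes at the Z ratio became 61, 55 and 62 without CR SIRT1+/- replicate 2, AL SIRT1+/- replicate 1 and AL SIRT1+/- replicate 2.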

A comparison of the gene expression profiles from SIRT1^+/+^ and SIRT1^+/−^ genotypes led to the identification of 77 SIRT1-dependent genes (51 upregulated, 26 downregulated, a total change of 19%) and 24 pathways (13 upregulated, 11 downregulated, a total change of 18%) that were altered in response to CR (Fig. 1B–E).

Decreased SIRT1 expression resulted in a dose-dependent change in many genes and pathways (Fig. S1, for a complete list of genes see Table S3). 

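Across 2, 1 and 0 SIRT1 alleles, the CR effect on Aldh1a1, which makes retinoic acid, was a log2 change of -0.98 (standard error 0.20, adjusted p = 0.0346 from limma) in SIRT1+/+, -0.94 (0.22, adjusted p = 0.24) in SIRT1+/- and 0.75 (0.18, adjusted p = 0.0977) in SIRT1-/- livers. For Hsd3b5, a steroid dehydrogenase of male liver, it was -5.61 (0.88, adjusted p = 0.0083) and -3.65 (0.99, adjusted p = 0.355) in SIRT1+/+ and SIRT1+/- livers, and it was detected in 0 of 4 AL and 1 of 3 CR libraries of SIRT1-/- mice. Sbspon gave 0.21 (0.21, adjusted p = 0.684) in SIRT1-/- livers. Cyp4a12a had a mean scaled log2 signal of 7.20 on AL and 2.16 on CR in SIRT1+/- livers, and was detected in 0 of 4 AL and 0 of 3 CR libraries of SIRT1-/- mice. Elovl3 and Cyp4a12b, which fell in SIRT1+/+ livers, were detected in 0 of these 7 SIRT1-/- libraries.
The trend of the CR effect over the allele number, which is the same test as the difference of the CR effects in SIRT1+/+ and SIRT1-/- livers, called 0 genes up and 2 down of 8950 with limma, and 466 at an unadjusted p under 0.05. These were Aldh1a1, with a difference of -1.72 (standard error 0.27, adjusted p = 0.0465), and Cyp4a12a (adjusted p = 0.0406), which of these 4 groups was detected in AL SIRT1+/+ livers alone, so that no size is given. The 2 calls did not hold in most fits without 1 library. The count became 1 without CR SIRT1+/+ replicate 2, CR SIRT1+/- replicate 3 or AL SIRT1-/- replicate 1, 4 without AL SIRT1+/+ replicate 3, 6 without CR SIRT1+/- replicate 1, 13 without CR SIRT1+/- replicate 2, and 0 without any other library except AL SIRT1-/- replicate 4, without which it was 3. Between SIRT1+/- and SIRT1-/- livers 0 genes differed in their CR effect (280 at an unadjusted p under 0.05), and between SIRT1+/+ and SIRT1+/- livers 0 differed (105 at an unadjusted p under 0.05). The first became 5 without CR SIRT1+/- replicate 1 and 1 without CR SIRT1+/- replicate 2, AL SIRT1-/- replicate 1 or AL SIRT1-/- replicate 4, and the second 2 without CR SIRT1+/- replicate 2.
Of the 59 genes called in SIRT1+/+ livers, 44 (74.6%) had a SIRT1+/- log2 change between those of the other genotypes, against 36.9% of all genes. Those genes were picked for a large change in SIRT1+/+ livers, which by itself makes lower values in the others likely. Their median log2 change, signed by that in SIRT1+/+ livers, was 0.756 in SIRT1+/- and 0.286 in SIRT1-/- livers, against 1.28 in SIRT1+/+ livers.
The call for Aldh1a1 in SIRT1+/+ livers was kept in 10 of 18 fits without 1 library. Its adjusted p was 0.109, 0.0735, 0.164, 0.0766 and 0.0729 without CR SIRT1+/+ replicate 1, CR SIRT1+/+ replicate 3, AL SIRT1+/+ replicate 1, AL SIRT1+/+ replicate 2 and AL SIRT1+/+ replicate 3, and 0.0504 without CR SIRT1-/- replicate 1, AL SIRT1+/- replicate 1 or AL SIRT1+/- replicate 2. That of Hsd3b5 was 0.0596 without AL SIRT1+/+ replicate 1.
On AL, 7 genes were higher and 27 lower in SIRT1-/- than in SIRT1+/+ livers (limma). Aldh1a1 was lower by 1.74 (standard error 0.18, adjusted p = 0.000369) and C6 by 2.80 (0.41, adjusted p = 0.00413). Xist was detected in 2 of 4 AL SIRT1-/- and 0 of 3 AL SIRT1+/+ libraries. The 34 became 15, 21 and 20 without AL SIRT1+/+ replicate 1, AL SIRT1+/+ replicate 2 and AL SIRT1+/+ replicate 3. They were 20 in a fit on the compared groups only, 95 with array quality weights and 11 with the library labelled AL SIRT1-/- replicate 1 counted as AL SIRT1+/-, of which 5 were among the 34. The last setting was chosen after seeing the data. The paper states that comparing SIRT1+/+ and SIRT1+/- profiles identified SIRT1-dependent genes altered by CR (Fig. 1B), and separately that lowered SIRT1 expression gave a dose-dependent change in many genes (Fig. S1).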

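Male-biased liver genes, which respond to the male pattern of growth hormone release, fell as a group on CR in SIRT1+/+ livers (adjusted p = 1.34e-22 from camera with a preset correlation, and adjusted p = 0.105 with an estimated correlation). Of 20 measured, 9 fell and none rose at an adjusted p under 0.05 from limma (14 fell when adjusted over the list alone), with a median log2 change of -2.12. In SIRT1+/- livers 1 of them fell (11 when adjusted over the list alone) and the median was -1.76 (adjusted p = 1.31e-19 from camera, and adjusted p = 0.105 with an estimated correlation). In SIRT1-/- livers limma called 0 of 20 over all genes or over the list alone, with 2 higher at an unadjusted p under 0.05, and the median was -0.163 (adjusted p = 0.674 from camera). On AL these genes were lower in SIRT1-/- than in SIRT1+/+ livers, 9 of 20 over all genes and 19 over the list alone (median -2.02). Xist was detected in 2 of those 4 AL SIRT1-/- libraries. Female-biased liver genes rose in SIRT1+/+ livers, 3 of 16 over all genes tested and 8 when adjusted over the list alone (median log2 change 1.95, adjusted p = 3.98e-07, and adjusted p = 0.212 with an estimated correlation). Xist was detected in 2 of 3 CR SIRT1+/+, 1 of 3 CR SIRT1+/- and 0 of 5 AL libraries of these genotypes, as measured beside both lists. Of members of these lists, Susd4, a complement regulator, fell by 3.07 (standard error 0.51, adjusted p = 0.0117) in SIRT1+/+ livers, with an adjusted p of 0.052 and 0.0772 without CR SIRT1+/+ replicate 1 and AL SIRT1+/+ replicate 1.
Among groups of metabolic homeostasis, fatty acid and triglyceride synthesis fell in SIRT1+/+ and SIRT1+/- livers. In SIRT1+/+ livers 0 of its 22 members passed limma's test over all genes, 7 fell when adjusted over the list alone and 1 was higher and 9 lower at an unadjusted p under 0.05, with a median of -0.626 (adjusted p = 3.54e-06 from camera, and adjusted p = 0.154 with an estimated correlation). In SIRT1+/- livers 0 passed over all genes or over the list alone, 7 were lower at an unadjusted p under 0.05 and the median was -0.534 (adjusted p = 2.55e-08, and adjusted p = 0.105 with an estimated correlation). The list did not pass in SIRT1-/- livers (adjusted p = 0.816), where limma called 0 over all genes, 1 up and 1 down over the list alone, and 2 were higher and 1 lower at an unadjusted p under 0.05. Aacs, which activates ketone bodies for lipid synthesis, had log2 changes of -1.16 (standard error 0.55, adjusted p = 0.345) in SIRT1+/+ and -1.25 (0.61, adjusted p = 0.606) in SIRT1+/- livers. Cholesterol synthesis fell in SIRT1+/- livers (median -0.496, adjusted p = 1.37e-05, and adjusted p = 0.507 with an estimated correlation), where 0 of 18 members passed limma's test over all genes or over the list alone and 5 were lower at an unadjusted p under 0.05. It fell in SIRT1-/- livers too (adjusted p = 0.00492, and adjusted p = 0.705 with an estimated correlation), with 0 members passing limma, 4 lower at an unadjusted p under 0.05 and a call lost without AL SIRT1-/- replicate 1 or AL SIRT1-/- replicate 4 (up to 0.164). Markers of pericentral hepatocytes fell beside these lists in SIRT1+/- livers (adjusted p = 0.00512 from camera, and adjusted p = 0.108 with an estimated correlation). Of these 12 markers limma called 0 over all genes, and 1 fell over the list alone. Glucose uptake, glycogen and glycolysis did not pass (adjusted p = 0.696 in SIRT1+/+ and 0.961 in SIRT1+/- livers), nor did PPAR alpha targets (0.0942 and 0.813).
The 24 cell cycle genes did not pass either (adjusted p = 0.696 and 0.887 from camera). In SIRT1+/+ livers 0 of them passed limma's test, with 4 higher and 2 lower at an unadjusted p under 0.05.
Among groups of inflammation, complement fell in SIRT1+/+ livers (median -0.559, adjusted p = 4.95e-07, and adjusted p = 0.105 with an estimated correlation), where 1 of 21 members fell over all genes and 1 rose and 3 fell when adjusted over the list alone. It fell in SIRT1+/- livers too (adjusted p = 8.14e-05, and adjusted p = 0.182 with an estimated correlation), where limma called 0 over all genes, 3 were lower at an unadjusted p under 0.05 and 2 fell over the list alone. Interferon-stimulated genes (median -0.433, adjusted p = 1.32e-05, and adjusted p = 0.427 with an estimated correlation) and antigen presentation (median -0.61, adjusted p = 7.71e-06, and adjusted p = 0.313 with an estimated correlation) fell in SIRT1+/+ livers. Of 22 interferon-stimulated genes 1 fell over all genes and 3 over the list alone, and of 16 genes of antigen presentation limma called 0 over all genes, 8 were lower at an unadjusted p under 0.05 and 5 fell over the list alone. In SIRT1-/- livers interferon-stimulated genes fell (adjusted p = 0.00863, and adjusted p = 0.68 with an estimated correlation), a call lost without CR SIRT1-/- replicate 3 or AL SIRT1-/- replicate 1 (up to 0.13), and so did complement (adjusted p = 0.0465, and adjusted p = 0.513 with an estimated correlation), a call lost without CR SIRT1+/+ replicate 1, CR SIRT1+/+ replicate 3, CR SIRT1-/- replicate 2, CR SIRT1-/- replicate 3, AL SIRT1-/- replicate 3 or AL SIRT1-/- replicate 4 (up to 0.164). There limma called 0 members of either, with 2 and 1 lower at an unadjusted p under 0.05. Markers of Kupffer cells fell beside these lists in SIRT1+/+ livers (adjusted p = 0.00209, and adjusted p = 0.653 with an estimated correlation), with up to 0.258 without AL SIRT1+/+ replicate 3 and a call also lost without CR SIRT1+/+ replicate 2, and 0 of 15 passed limma (3 lower at an unadjusted p under 0.05). They fell in SIRT1+/- livers too (adjusted p = 0.0175, and adjusted p = 0.705 with an estimated correlation), a call lost without CR SIRT1+/- replicate 2 or AL SIRT1+/- replicate 2 (up to 0.232), and there 0 passed limma (1 lower at an unadjusted p under 0.05).
Among groups of stress response and detoxification, none passed in SIRT1+/+ or SIRT1+/- livers. The adjusted p was 0.66 and 0.516 for heat shock and chaperones, 0.164 and 0.177 for glutathione and NRF2 targets, 0.0942 and 0.126 for CAR and PXR targets, and 0.236 and 0.0593 for p53 targets. Over the 3 genotypes 28 of 120 tests were called with the preset correlation, 5 up and 23 down, and 0 with an estimated correlation (17 at an unadjusted p under 0.05). The calls were 19 up and 23 down after neqc normalization and 20 up and 22 down after quantile normalization. Over 100 splits that shuffled diet within each genotype, 46 called 28 lists or more, the real split among them. The other splits called a median of 27, so the number of called lists does not set CR apart from chance. Differences between the genotypes in the change of a list were not tested.

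**Figure D1:**
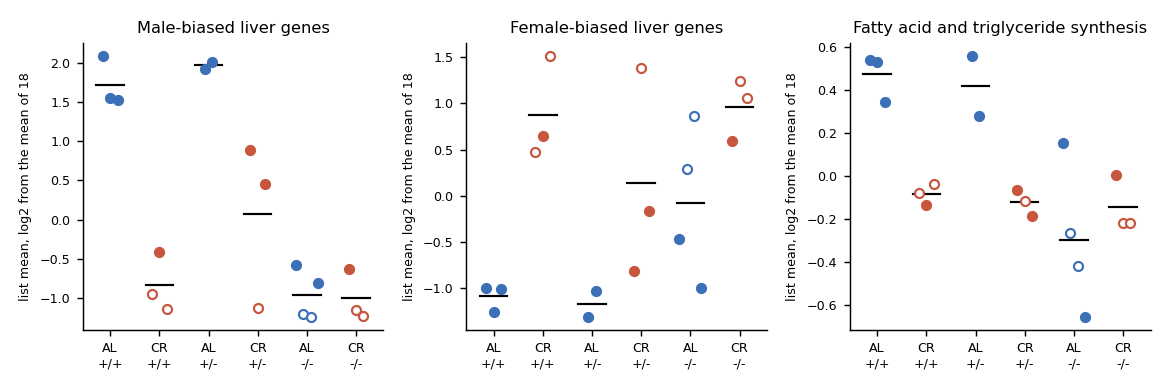
Mean of each list per library, as log2 from the mean of the 18 libraries, for male-biased genes, female-biased genes and genes of fatty acid and triglyceride synthesis. Blue is AL, red is CR, open circles are libraries with Xist detected and black lines are group means. The male-biased mean is 1.72 in AL SIRT1+/+, -0.832 in CR SIRT1+/+ and -0.958 in AL SIRT1-/- livers.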

Many of the CR- and SIRT1-affected genes are involved in metabolic homeostasis, cell cycle, inflammation, and stress response/detoxification pathways, areas in which SIRT1 is known to have beneficial effects. Among them, GCK, IRS2, and several members of the major urinary protein (MUPs) family were altered by CR in a SIRT1 gene-dose-dependent manner. These findings were further confirmed using RT-qPCR (Fig. S2A). 

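Transcripts of the major urinary proteins (MUPs), carriers of pheromones that the liver secretes into the blood, fell as a group on CR in SIRT1+/+ livers (adjusted p = 1.55e-08 from camera, and adjusted p = 0.145 with an estimated correlation). The first p assumes a correlation of 0.01 between genes, while the one estimated for this list was 0.731. Splits that shuffled diet within each genotype called a median of 27 lists, against 28 for the real diets. The first p thus does not by itself set CR apart from chance. Of 5 measured, Mup20 fell by 5.42 on the log2 scale (standard error 0.75, adjusted p = 0.00546 from limma) and Mup5 by 4.04 (standard error 0.70, adjusted p = 0.0146), and all 5 fell when adjusted over the list alone. Mup20 was 4.65 ± 0.369 (SD, n = 3) on AL and -0.765 ± 0.90 (n = 3) on CR, where it was detected in 1 of 3 libraries, so the size of its fall is partly read against background. Mup2 changed from 7.73 ± 0.349 to 2.93 ± 2.80, a log2 change of -4.80 (standard error 1.39, adjusted p = 0.123). Its AL level lies near the top of those arrays (7.98 to 8.76), which limits how far the size of this change can be read. Mup21 and Mup6 had log2 changes of -4.60 (adjusted p = 0.0521) and -4.17 (adjusted p = 0.101).
In SIRT1+/- livers 0 of 5 MUPs passed limma's test over all genes and 3 fell when adjusted over the list alone, all 3 of which had an unadjusted p under 0.05. The log2 change was -3.69 (standard error 0.84, adjusted p = 0.227) for Mup20 and -1.96 (0.78, adjusted p = 0.497) for Mup5. In SIRT1-/- livers Mup20 was detected in 3 of 4 AL and 0 of 3 CR libraries and Mup5 had a log2 change of 0.26 (0.65, adjusted p = 0.881), and no member had an unadjusted p under 0.05. On AL, Mup20 and Mup5 were lower in SIRT1-/- than in SIRT1+/+ livers, by 4.54 (0.70, adjusted p = 0.00616) and 3.93 (0.65, adjusted p = 0.0114), with an adjusted p of 0.0542 for Mup20 without AL SIRT1+/+ replicate 1 and of up to 0.0693 for Mup5 without AL SIRT1+/+ replicate 1 or AL SIRT1+/+ replicate 3. The list's camera adjusted p was 2.55e-05 in SIRT1+/- livers (adjusted p = 0.291 with an estimated correlation) and 0.361 in SIRT1-/- livers.
The difference of the CR effects in SIRT1+/+ and SIRT1-/- livers was -4.30 (standard error 0.95, adjusted p = 0.216) for Mup5 and 2.46 (0.63, adjusted p = 0.405) for Irs2, so neither passed limma's test. Nor did that of Mup20 (adjusted p = 0.405), for which no size is given since it was detected in 1 of 3 CR SIRT1+/+ and 0 of 3 CR SIRT1-/- libraries. Among the libraries with a Y-linked transcript detected, only 1 is of CR SIRT1+/+ mice, with the spread taken from the other groups, and the fall in SIRT1+/+ livers was 4.38 (adjusted p = 0.00176) for Mup20 and the log2 change -2.73 (adjusted p = 0.0585) for Mup5. Mup5 also had an adjusted p of 0.0708, 0.0794 and 0.0508 without CR SIRT1+/+ replicate 1, AL SIRT1+/+ replicate 1 and AL SIRT1+/+ replicate 3. MUP genes are close paralogs, and a probe named for 1 of them may bind others. Mup1 has no probe named for it in the annotation used and is not analysed here.

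**Figure D2:**
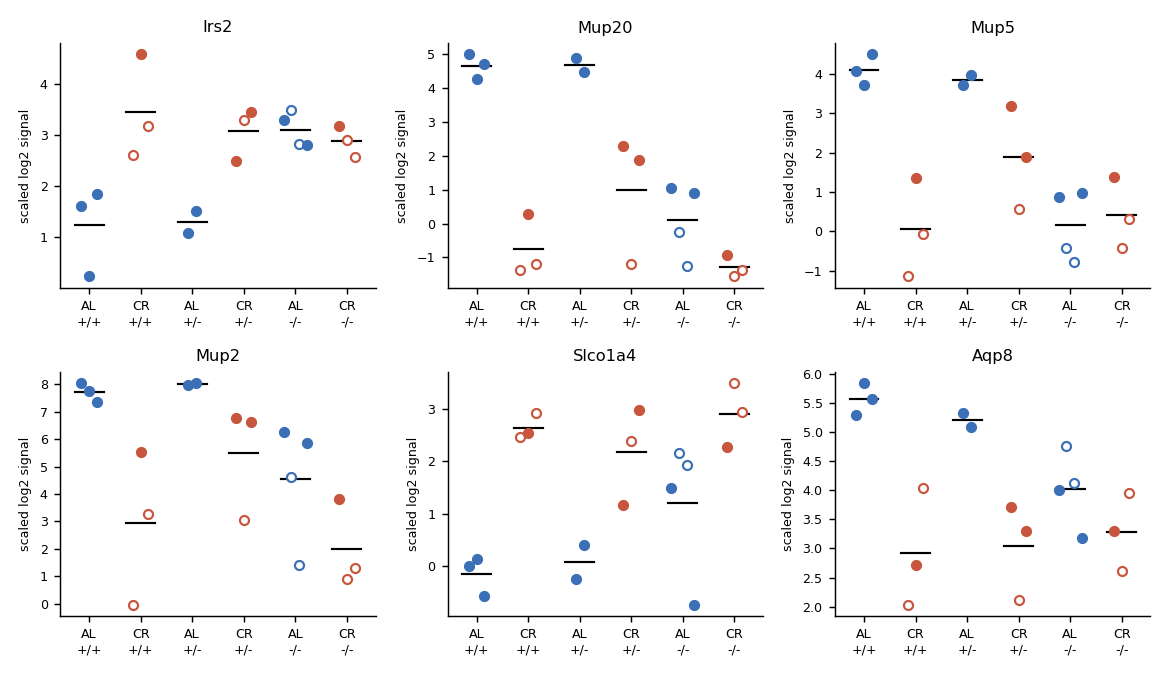
Scaled log2 signal of Irs2, Mup20, Mup5, Mup2, Slco1a4 and Aqp8 in each library by diet and SIRT1 genotype. Blue is AL, red is CR, open circles are libraries with Xist detected and black lines are group means. Mup20 lies between 4.26 and 4.99 in AL SIRT1+/+ livers and between -1.36 and 0.27 in CR SIRT1+/+ livers.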

GCK, a key enzyme in the glycogen biosynthesis pathway and a proposed target for the development of CR mimetics (Ingram & Roth, 2011), was downregulated in response to CR. Concurrent with these changes, there was an upregulation of IRS2, an integrator of insulin receptor signals that coordinates metabolism (Dong *et al*., 2006). Furthermore, MUP1, which was recently been shown to play an important role in glucose homeostasis (Zhou *et al*., 2009), was downregulated in response to CR on both the mRNA (Fig. S2A) and protein (Fig. S2B) levels. 

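Irs2 rose on CR in SIRT1+/+ livers, from a scaled log2 signal of 1.22 ± 0.874 (SD, n = 3) to 3.46 ± 1.01 (n = 3), by 2.24 (standard error 0.46, adjusted p = 0.04 from limma). In SIRT1+/- livers it was 1.29 ± 0.307 (n = 2) on AL and 3.07 ± 0.52 (n = 3) on CR, a log2 change of 1.78 (0.52, adjusted p = 0.382). In SIRT1-/- livers it was 3.10 ± 0.348 (n = 4) on AL and 2.88 ± 0.306 (n = 3) on CR, a log2 change of -0.23 (0.43, adjusted p = 0.839). On AL, SIRT1-/- minus SIRT1+/+ was 1.88 (0.43, adjusted p = 0.0957). Averaged over the genotypes, Irs2 rose by 1.26 (0.27, adjusted p = 0.0115).
Of 19 genes of insulin and IGF signalling, Irs2 was the only one that passed over all genes in SIRT1+/+ livers, and 4 rose when adjusted over the list alone. The list itself did not pass camera's test in SIRT1+/+ livers (adjusted p = 0.13) or in SIRT1+/- livers (adjusted p = 0.273).
The call for Irs2 in SIRT1+/+ livers was kept in 10 of 18 fits without 1 library. Its adjusted p was 0.172, 0.0986 and 0.0993 without AL SIRT1+/+ replicate 2, AL SIRT1+/+ replicate 1 and CR SIRT1+/+ replicate 2, 0.0549 without AL SIRT1+/- replicate 1 or AL SIRT1+/- replicate 2, and 0.0529, 0.0546 and 0.0568 without CR SIRT1-/- replicate 1, CR SIRT1-/- replicate 2 and CR SIRT1-/- replicate 3. It was 0.0542 with the Y-linked transcripts as a covariate and 0.183 in a fit on the compared groups only.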

The presence of only one SIRT1 allele was sufficient to cause a major reduction in the expression of many but not all of the CR-affected genes that depend on SIRT1. 

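Within CR livers, the genes of smallest p between SIRT1+/- and SIRT1+/+ mice were Ugt1a2, a glucuronosyltransferase, with a log2 difference of -1.55 (adjusted p = 0.64 from limma), and Slc51b, a subunit of a bile acid exporter, with -1.28. Slc51b rose on CR by 1.99 (standard error 0.31, adjusted p = 0.0077) in SIRT1+/+ livers and had a log2 change of 0.51 (0.34, adjusted p = 0.718) in SIRT1+/- and 0.46 (0.29, adjusted p = 0.477) in SIRT1-/- livers. Serpina12, which encodes the adipokine vaspin, fell by 3.15 (0.52, adjusted p = 0.0117) in SIRT1+/+ livers and had 0.75 (0.58, adjusted p = 0.765) in SIRT1+/- livers. Derl2 had log2 changes of -0.53 (0.15, adjusted p = 0.391) in SIRT1+/- and -0.39 (0.13, adjusted p = 0.186) in SIRT1-/- livers. Without AL SIRT1+/+ replicate 1 the adjusted p in SIRT1+/+ livers was 0.0596 for Slc51b and 0.082 for Serpina12, and without CR SIRT1+/+ replicate 1 it was 0.0632 for Serpina12.
Between SIRT1+/- and SIRT1+/+ livers on CR, 0 of 8950 genes passed limma's test and 400 had an unadjusted p under 0.05. Between SIRT1-/- and SIRT1+/+ livers on CR 0 passed and 351 had an unadjusted p under 0.05, and Slc38a5, an amino acid carrier, was lowest in adjusted p (0.424). Of the 59 genes called in SIRT1+/+ livers, 2 were called in SIRT1+/- and 2 in SIRT1-/- livers, while 58 and 49 had the same sign there as in SIRT1+/+ livers, against 6394 and 5999 of all 8950 genes. The number of genes apart between SIRT1+/- and SIRT1+/+ livers on CR became 4 without CR SIRT1+/+ replicate 3 and 3 without CR SIRT1+/- replicate 2, and that between SIRT1-/- and SIRT1+/+ livers became 2 without CR SIRT1+/+ replicate 3.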

One could speculate that the genes not affected by the SIRT1^+/−^ genotype may be responsible for the identical median lifespan observed in the CR SIRT1^+/−^ and wild-type mice. However, the more likely explanation is that an increased activity or expression of SIRT1 during CR is not required for the anti-aging effects of CR. With our current data set, it remains unclear which of the many SIRT1-affected genes/pathways contribute to the beneficial effects of CR or which particular tissue(s) is/are mainly responsible for the metabolic/health effects induced by CR. It is also important to note that several SIRT1-independent genes were also altered by CR (Table S4 and S5).

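Averaged over the 3 genotypes, Ppargc1a, a coactivator of gluconeogenesis, rose on CR by 1.12 on the log2 scale (standard error 0.20, adjusted p = 0.00407 from limma), and Slc37a4, the glucose-6-phosphate carrier, rose by 0.54 (0.094, adjusted p = 0.00428). They were among 4 of 10 gluconeogenesis genes that rose (5 when adjusted over the list alone). The clock repressor Cry2 rose by 0.83 (0.12, adjusted p = 0.00168), as did 4 of 16 clock genes (9 rose and 1 fell when adjusted over the list alone), and 9 of 40 genes of oxidative phosphorylation rose (11 rose and 1 fell over the list alone). Agpat2, an acyltransferase of glycerolipid synthesis, fell by 0.91 (0.15, adjusted p = 0.00297), while of 22 genes of fatty acid and triglyceride synthesis 1 rose and 2 fell (1 and 6 over the list alone). The tubulin genes Tubb2b and Tuba1b fell by 1.60 (0.30, adjusted p = 0.005) and 1.29 (0.23, adjusted p = 0.00451), and of 17 cytoskeletal genes 1 rose and 5 fell (1 and 7 over the list alone). The histone gene H2bc11 fell by 0.62 (0.10, adjusted p = 0.0035), and of 23 histone genes 0 rose and 5 fell (1 and 5 over the list alone). These lists were not tested as groups for the averaged effect.
An averaged effect can pass through changes in some of the genotypes alone. It passed for 56 of the 59 genes called in SIRT1+/+ livers. It also passed for 85 of the 100 genes at the Z ratio in SIRT1+/+ and SIRT1+/- but not SIRT1-/- livers. A pass is thus no measure of independence from SIRT1. Of 8950 genes, 574 rose and 325 fell at an adjusted p under 0.05 from limma. The split was 498 up and 489 down after neqc normalization and 510 up and 467 down after quantile normalization. The 899 became 491, 507, 339, 481, 560 and 514 without CR SIRT1-/- replicate 2, CR SIRT1+/- replicate 2, AL SIRT1+/- replicate 1, AL SIRT1+/- replicate 2, AL SIRT1+/+ replicate 1 and AL SIRT1+/+ replicate 2. They were 491 with the Y-linked transcripts as a covariate. In the libraries with a Y-linked transcript detected, the CR groups of SIRT1+/+ and SIRT1-/- mice hold 1 library each, too few to tell how many calls hold there.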

Although CR SIRT1^+/−^ mice were long-lived, they displayed more frequent defects/pathologies (44% incidence), including eye infections or redness, and abnormal growth compared with CR SIRT1^+/+^ mice (31% incidence) (Table S6). Previous studies have shown that SIRT1-knockout mice displayed defective metabolism, and CR-mediated physiological responses (i.e., increased physical activity) were abrogated (Chen *et al*., 2005; Boily *et al*., 2008). These data confirm the requirement to some degree of SIRT1 expression for the beneficial effects of CR. One point of contention is that SIRT1^−/−^ mice may die early because they are sick independently of the prolongevity effects of CR. However, CR-mediated lifespan extension is generally observed after 20 months of age in normal mice (Bartke *et al*., 2001). Here, the longest-living SIRT1^−/−^ animals (20% of the initial cohort) were approximately 25 months of age and still were refractory to lifespan extension following CR. These results suggest that some SIRT1 activity or protein levels are required for the effects of CR on health span, possibly because it regulates some of the genes and pathways that are essential for the CR-dependent metabolic responses.

Moderate overexpression of SIRT1 in mice on a standard diet has no effect on overall lifespan, yet health span is improved (Herranz *et al*., 2010). It is likely that, similar to CR, SIRT1 elicits some beneficial effects on overall health (Bordone *et al*., 2007). One possible reason for the absence of lifespan extension in SIRT1-overexpressing mice is that these animals are particularly prone to nonmetabolically related diseases (i.e., lymphoma), independent of SIRT1 dosage (Herranz *et al*., 2010).

## Supporting Information

**Fig. S1** Parametric analysis of gene-set enrichment (PAGE) was performed on microarray data from SIRT1^+/+^, SIRT1^+/−^ and SIRT1^−/−^ mice fed *ad libitum* (AL) or subjected to 40% CR. **Fig. S2** Genes affected by CR in a SIRT1 gene-dose dependent manner. (A) IRS2 GCK, and MUP1 mRNA levels were measured by RT-qPCR in liver homogenates from ad libitum (AL) and 40% CR-fed SIRT1^+/+^, SIRT1^+/−^ and SIRT1^−/−^ mice. n = 3 for all groups (*p < 0.05 compared to SIRT1^+/+^). **Table S1** Numbers and survival characteristics of SIRT1^+/+^, SIRT1^+/−^ and SIRT1^−/−^ ad libitum (AL) and calorie-restricted (CR) mice. **Table S2** Significance for all pairwise comparisons (diet, genotype and sex) using log rank test. **Table S3** Z-scores of top 100 genes altered by CR and sorted against SIRT1^−/−^ mice. **Table S4** List of genes affected by CR in a SIRT1-independent manner. **Table S5** RT-qPCR validation of genes affected by CR in a SIRT1-independent manner. **Table S6** Pathologies and abnormalities in old mice (> 24 months). **Table S7** RT-qPCR validation of microarray data. **Table S8** Primer sequences used for quantitative PCR analysis.

# Supplementary material for: SIRT1 but not its increased expression is essential for lifespan extension in caloric-restricted mice
**Source:** Aging Cell. 2013 Nov 19;13(1):193–6. doi: 10.1111/acel.12151
**Supplement:** Supplementary file 1 — Fig. S1 Parametric analysis of gene-set enrichment (PAGE) was performed on microarray data from SIRT1+/+, SIRT1+/− and SIRT1−/− mice fed ad libitum (AL) or subjected to 40% CR. Fig. S2 Genes affected by CR in a SIRT1 gene-dose dependent manner. (A) IRS2 GCK, and MUP1 mRNA levels were measured by RT-qPCR in liver homogenates from ad libitum (AL) and 40% CR-fed SIRT1+/+, SIRT1+/− and SIRT1−/− mice. n = 3 for all groups (*p < 0.05 compared to SIRT1+/+). Table S1 Numbers and survival characteristics of SIRT1+/+, SIRT1+/− and SIRT1−/− ad libitum (AL) and calorie-restricted (CR) mice. Table S2 Significance for all pairwise comparisons (diet, genotype and sex) using log rank test. Table S3 Z-scores of top 100 genes altered by CR and sorted against SIRT1−/− mice. Table S4 List of genes affected by CR in a SIRT1-independent manner. Table S5 RT-qPCR validation of genes affected by CR in a SIRT1-independent manner. Table S6 Pathologies and abnormalities in old mice (> 24 months). Table S7 RT-qPCR validation of microarray data. Table S8 Primer sequences used for quantitative PCR analysis.

# Online Supporting Information for:

**SIRT1 but not its increased expression is essential for lifespan extension in caloric restricted mice.**

Evi M. Mercken,^1†^ Jia Hu,^2,3†^ Susan Krzysik-Walker,^4^ Min Wei^2^, Ying Li,^2^ Michael W. McBurney,^5^ Rafael de Cabo,^1*^ Valter D. Longo^2,3*^

^†^These authors contributed equally to this research.

This pdf file includes:

**Experimental Procedures**

**Fig. S1-S2**

**Tables S1 to S8**

**References (15-17)**

**Experimental Procedures**

***Animals*** SIRT1^+/+^, SIRT1^+/-^ and SIRT1^-/-^ genotypes have been described previously ([McBurney *et al.* 2003](#_ENREF_3)). Three to five-month-old mice were single-caged and fed ad libitum (AL) or restricted to 60% of AL group (CR) with NIH-31 standard chow or the NIH31/NIA-fortified food (7109, Harlan Teklad), respectively. Water was available ad libitum for all mice. When mice were observed to have lesions, developed clinical symptoms or continuous body weight loss, the veterinarian made the determination of whether euthanasia should be performed. The animal protocol has been approved by USC IACUC (Institutional Animal Care and Use Committee).

***Microarray analysis*** Mice from each genotypic group (SIRT1^+/+^, SIRT1^+/-^ and SIRT1^-/-^; male/female, 13 to 16 months old, n=2-4 per group) on ad libitum (AL) or 40% caloric restriction (CR) were sacrificed, and the livers were collected and flash frozen. RNA was extracted using Trizol reagent (Invitrogen, Carlsbad, CA) following the manufacturer’s instructions and hybridized to MouseRef-8 v2 Expression beadchips (Illumina, San Diego, CA) following protocols listed on the Gene Expression and Genomics Unit of the NIA (<http://www.grc.nia.nih.gov/branches/rrb/dna/index/protocols.htm>). The fluorescence signals were extracted using an Illumina BeadArray 500GX reader and normalized by log z-transformation to obtain z-scores and distribution tests, as previously described ([Cheadle *et al.* 2003](#_ENREF_1)). 

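The deposited z-scores equal the z-scores of the log10 signals of each array, to within 5.0e-10. Each score is the log signal of a probe less the mean over the 25697 probes of its array, divided by their SD, so every array has the same mean and spread. On the log2 scale this SD ran from 1.70 to 2.00 over the arrays. The lowest signal was 31.0, above 0, so no background had been subtracted, and a transcript below background still has a score. Cyp4a12a in CR livers of SIRT1+/+ mice, detected in 0 of 3 libraries, has a scaled log2 signal of -0.997 ± 0.357 (SD, n = 3). The difference of the mean z-scores of both diets, divided by the SD of that difference over genes, is the Z ratio. With that SD taken over the genes tested, 262 genes rose and 198 fell in SIRT1+/+, 222 and 148 in SIRT1+/-, and 341 and 205 in SIRT1-/- livers, at a ratio beyond 1.5 either way with an unadjusted limma p under 0.05. The paper's text names no Z limit, and 1.5 was taken as the smallest size in the SIRT1-/- column of Table S4. The supplement treats p-values under 0.05 as significant, without naming the arrays.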

Correlation analysis, sample clustering analysis and principal component analysis including all probes was performed to identify/exclude any possible outliers. 

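Over the 8950 genes tested, the library AL SIRT1-/- replicate 4 had a median correlation of 0.942 with the other libraries, and the other AL SIRT1-/- libraries 0.969 to 0.974. Against those libraries, AL SIRT1-/- replicate 4 had more transcript of the acute-phase genes Saa1 (4.30 against -0.528 to 0.44 scaled log2 signal), Saa3 and Lcn2 and of the chaperone gene Hsp90b1 (6.76 against 5.34 to 5.50), and less of Car3, a carbonic anhydrase (0.495 against 4.84 to 5.37). The acute-phase genes Fga, Hp and Hpx lie near the top of the scale, which ended at 7.55 in this library and at 8.31 to 9.02 in the other AL SIRT1-/- libraries, so their lower values there are not read as less transcript. Hamp (5.66 against 6.73 to 7.17) and Hamp2 (4.7 against 6 to 8.26) were lower too and lay further below the top. The acute-phase genes thus did not all move the same way. The first 3 principal components held 25.1%, 17.8% and 9.04% of the variance. The loadings on the first ran from -0.373 to -0.201 in the 5 AL libraries of SIRT1+/+ and SIRT1+/- mice and from -0.109 to 0.333 in the other 13, and AL SIRT1-/- replicate 4 had the largest loading on the second (0.786). Without this library and CR SIRT1+/+ replicate 1, whose median correlation was the next lowest (0.957), a choice made after seeing the data, the averaged CR effect called 1512 genes and the CR effect in SIRT1-/- livers 37. All 18 libraries were kept.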

The resulting dataset was next analyzed with DIANE 6.0, a spreadsheet-based microarray analysis program. Gene set enrichment analysis used gene expression values or gene expression change values for all of the genes on the microarray. Parametric analysis of gene set enrichment (PAGE) was used for gene set analysis ([De *et al.* 2010](#_ENREF_2)). Gene sets include the MSIG database [[Link](http://www.broadinstitute.org/gsea/msigdb/collection_details.jsp#C2)], Gene Ontology Database [[Link](http://www.geneontology.org/)], GAD human disease and mouse phenotype gene sets were used to explore changes at the functional level ([Zhang *et al.* 2010](#_ENREF_4)). A subset of gene expression changes was verified by quantitative real-time PCR (Table S7).

***RT-qPCR*** Liver total RNA was isolated as described above and first strand cDNA was synthesized using the High Capacity cDNA reverse transcription kit (Applied Biosystems, Foster City, CA) according to manufacturer's instructions. Real-time quantitative PCR was performed with SYBR® Green PCR master mix on an ABI Prism 7300 sequence detection system (Applied Biosystems). Each sample was analyzed in triplicate and relative gene expression was normalized to GAPDH. The data were analyzed using the 2^−ΔΔ^*^CT^* method. Primer sequences are listed in Table S8.

***Western blotting*** Frozen liver tissues were homogenized in radioimmune precipitation buffer (Boston BioProducts, Ashland, MA). Samples were then centrifuged, and protein levels were determined by the Bradford assay (Bio-Rad Laboratories, Hercules, CA). Proteins were separated by SDS-PAGE and transferred onto nitrocellulose membranes and signals were detected by using the ECL Plus Western blotting detection system (GE Healthcare, Pascataway, NJ). The quantification was done by volume densitometry using ImageJ software and normalized to Ponceau S (Sigma-Aldrich, St. Louis, MO). Polyclonal SIRT1 and MUP antibodies were purchased from EMD-Millipore Corp. (Billerica, MA) and Santa Cruz (Dallas, TX) respectively.

***Statistical analysis*** Data are expressed as mean ± SEM. Data were analyzed using one-way ANOVA followed by Bonferroni's Post Hoc test. P-values for survival analyses were calculated using the log rank test. A difference with p-values less than 0.05 were considered statistically significant. Statistical analyses were performed using SPSS for Windows (version 17.0; SPSS, Inc., Chicago, IL) or using GraphPad Prism version 4.0 software.

**References**

Cheadle C, Cho-Chung YS, Becker KG, Vawter MP (2003). Application of z-score transformation to Affymetrix data. *Applied bioinformatics*. **2**, 209-217.

McBurney MW, Yang X, Jardine K, Hixon M, Boekelheide K, Webb JR, Lansdorp PM , Lemieux M (2003). The mammalian SIR2alpha protein has a role in embryogenesis and gametogenesis. *Molecular and cellular biology*. **23**, 38-54.

Zhang Y, De S, Garner JR, Smith K, Wang SA, Becker KG (2010). Systematic analysis, comparison, and integration of disease based human genetic association data and mouse genetic phenotypic information. *BMC Med Genomics*. **3**, 1.

**Table S1.** Numbers and survival characteristics of SIRT1^+/+^, SIRT1^+/-^ and SIRT1^-/-^ ad libitum (AL) and calorie-restricted (CR) mice.

^(1)^ Censored after passing the median survival for tissue collection.

^(2)^ Units are represented in weeks.

**Table S2.** Significance for all pairwise comparisons (diet, genotype and sex) using log rank test.

**Table S3.** Z-scores of top 100 genes altered by CR and sorted against SIRT1^-/-^ mice.

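Table S3 lists for each gene the Z value of the CR effect in SIRT1+/+, SIRT1+/- and SIRT1-/- mice, and 88 of its 100 genes had a probe named in the annotation used here. Among them Slco1a4, an anion transporter of hepatocytes, rose on CR in SIRT1+/+ livers by 2.81 on the log2 scale (standard error 0.61, adjusted p = 0.0499 from limma, detected in 2 of 3 AL libraries). Aqp8, a water channel, fell by 2.63 (0.51, adjusted p = 0.0296). Hsd17b6, a steroid dehydrogenase, had a log2 change of 0.90 in SIRT1+/+ livers (adjusted p = 0.391) and 2.36 in SIRT1+/- livers (adjusted p = 0.227).
Of the 88 genes, 14 passed limma's test in SIRT1+/+, 2 in SIRT1+/- and 0 in SIRT1-/- livers, and 45 passed for the CR effect averaged over the genotypes. In SIRT1-/- livers, 70 of 88 had the same sign as in SIRT1+/+ livers, against 5999 of all 8950 genes. The difference of the CR effects in SIRT1+/+ and SIRT1-/- livers passed for 1 gene and had an unadjusted p under 0.05 for 23. Since the genes were chosen for their changes in these libraries, their direction is not independent evidence. The log2 change in SIRT1+/- livers lay between those of the other genotypes for 28 (31.8%) of the 88 genes. By the paper's own Z values this holds for 33 of 100 genes. The call for Slco1a4 was kept only without CR SIRT1+/- replicate 1, CR SIRT1+/- replicate 2, CR SIRT1+/- replicate 3, AL SIRT1-/- replicate 2 or AL SIRT1-/- replicate 4, and without each other library its adjusted p was up to 0.163. Aqp8 had an adjusted p of 0.108, 0.0827, 0.0907, 0.113 and 0.0618 without CR SIRT1+/+ replicate 1, CR SIRT1+/+ replicate 2, AL SIRT1+/+ replicate 1, AL SIRT1+/+ replicate 2 and AL SIRT1+/+ replicate 3. With the Y-linked transcripts as a covariate they had an adjusted p of 0.128 and 0.0676.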

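In livers of SIRT1-/- mice, 13 genes rose on CR and 0 fell at an adjusted p under 0.05 from limma, with 1345 at an unadjusted p under 0.05. Ppat, the first enzyme of purine synthesis, rose by 1.35 on the log2 scale (standard error 0.19, adjusted p = 0.0147), from 0.799 ± 0.187 (SD, n = 4) to 2.15 ± 0.406 (n = 3). Tbl1x, a subunit of a corepressor complex, rose by 1.12 (0.17, adjusted p = 0.0172) and Morc3, a nuclear ATPase, by 0.94 (0.15, adjusted p = 0.0226). Nnt, which makes mitochondrial NADPH, was detected in 0 of 4 AL and 3 of 3 CR libraries and was at least 1.42-fold higher (adjusted p = 0.00994).
Clock genes rose as a group in SIRT1-/- livers, 2 of 16 over all genes and 9 up and 1 down when adjusted over the list alone (adjusted p = 0.000823 from camera, and adjusted p = 0.173 with an estimated correlation). CAR and PXR targets rose too, with 0 of 22 over all genes, 9 at an unadjusted p under 0.05 from limma and 7 over the list alone (adjusted p = 7.53e-05, and adjusted p = 0.427 with an estimated correlation). Acute-phase genes fell (median -0.53, adjusted p = 0.000591, and adjusted p = 0.431 with an estimated correlation), with limma calling 0 of 21 over all genes and 1 over the list alone (4 lower at an unadjusted p under 0.05), and the AL group held the library AL SIRT1-/- replicate 4, in which Saa1, Saa3 and Lcn2 were above the other AL SIRT1-/- libraries. Markers of neutrophils fell beside them (adjusted p = 0.0127, and adjusted p = 0.483 with an estimated correlation), with limma calling 0 of 7 (2 lower at an unadjusted p under 0.05) and a call lost without CR SIRT1-/- replicate 2 or AL SIRT1-/- replicate 4 (up to 0.122). Their mean was 0.646 in AL and -0.0522 in CR livers of SIRT1-/- mice, as log2 from the mean of the 18 libraries. Over the 3 genotypes, splits that shuffled diet within each genotype called a median of 27 lists, against 28 for the real diets. The number of such list calls thus does not set CR apart from chance.
The split was 8 up and 2 down after neqc normalization and 14 up and 9 down after quantile normalization. They were 60 up and 23 down with array quality weights, 7 up with no filter on dim probes and 0 in a fit on the compared groups only (1095 at an unadjusted p under 0.05 from limma). In the libraries with a Y-linked transcript detected, CR SIRT1-/- holds 1 library, too few to tell how many calls hold there. The 13 became 5, 1 and 0 without CR SIRT1-/- replicate 1, CR SIRT1-/- replicate 2 and CR SIRT1-/- replicate 3, and 59, 8, 2 and 8 without AL SIRT1-/- replicate 1, AL SIRT1-/- replicate 2, AL SIRT1-/- replicate 3 and AL SIRT1-/- replicate 4. They became 48 without CR SIRT1+/+ replicate 1 and 5 without AL SIRT1+/- replicate 1, AL SIRT1+/- replicate 2, AL SIRT1+/+ replicate 1 or AL SIRT1+/+ replicate 3. Without CR SIRT1-/- replicate 3 the adjusted p was 0.0697 for Nnt, Ppat and Tbl1x and 0.103 for Morc3, and without CR SIRT1-/- replicate 2 it was 0.117 for Ppat and 0.159 for Tbl1x and Morc3. Without AL SIRT1-/- replicate 3 it was 0.0689 for Tbl1x and Morc3, and without CR SIRT1-/- replicate 1 it was 0.0518 for Tbl1x.
Of the genes of Table S4, 162 were tested here. Of these, 2 passed in SIRT1-/- livers, 0 in SIRT1+/+ and SIRT1+/- livers, and 76 for the CR effect averaged over the genotypes. The median log2 change, signed by that in SIRT1+/+ livers, was 0.454 in SIRT1-/- and 0.21 in SIRT1+/- livers, and 0.278 in SIRT1+/+ livers. The paper chose these genes in the same libraries, so their direction is not independent evidence.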

**Table S4.** List of genes affected by CR in a SIRT1-independent manner.

**Table S5.** RT-qPCR validation of genes affected by CR in a SIRT1-independent manner.

mRNA levels were measured by RT-qPCR in liver homogenates from ad libitum (AL) and 40% CR-fed SIRT1^+/+^, SIRT1^+/-^ and SIRT1^-/-^ mice. n=3 for all groups (*p<0.05 compared to SIRT^-/-^). 

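On the arrays, the 9 genes of Table S5 had these CR effects in SIRT1-/- livers. Cyp17a1, which makes androgen precursors, had a log2 change of -1.95 (adjusted p = 0.283 from limma), Akr1c19, an aldo-keto reductase, 1.74 (adjusted p = 0.23), Fmo5, a flavin monooxygenase, 1.13 (adjusted p = 0.139) and Cyp2j9, a fatty acid epoxygenase, 1.12 (adjusted p = 0.121). Tnfaip2, which tumour necrosis factor induces, had -0.87 (adjusted p = 0.0584), Ang, the ribonuclease angiogenin, -0.81 (adjusted p = 0.176), Adck5, a mitochondrial kinase-like protein, -0.72 (adjusted p = 0.175), the transcription factor gene Mef2c 0.66 (adjusted p = 0.132) and Ankrd12, an ankyrin repeat protein, 0.42 (adjusted p = 0.23). With limma 0 of the 9 passed within any genotype. Averaged over the genotypes, 3 passed. Mef2c rose by 0.57 (standard error 0.12, adjusted p = 0.0084), Ankrd12 rose by 0.34 (0.099, adjusted p = 0.0386) and Tnfaip2 fell by 0.41 (0.11, adjusted p = 0.0287). The call for Mef2c was kept in 18 of 18 fits without 1 library. That for Ankrd12 was kept in 6, with an adjusted p of up to 0.153 without AL SIRT1+/- replicate 1. That for Tnfaip2 was kept in 13 and lost without CR SIRT1-/- replicate 3, CR SIRT1+/- replicate 2, AL SIRT1+/- replicate 1, AL SIRT1+/+ replicate 2 or AL SIRT1+/- replicate 2 (0.0839). Of the 9, 6 had the same sign in SIRT1+/+ and SIRT1-/- livers. The difference of the CR effects in SIRT1+/+ and SIRT1-/- livers passed for none, with 5 at an unadjusted p under 0.05, the largest being 2.79 for Cyp17a1 (1.22, adjusted p = 0.899).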

Error bars indicate SEM.

**Table S6.** Pathologies and abnormalities in old mice (> 24 months)

**Table S7.** RT-qPCR validation of microarray data

Liver RNA samples from AL and 40% CR-fed SIRT1^+/+^, SIRT1^+/-^ and SIRT1^-/-^ mice were amplified using primers specific for the indicated targets. Targets were selected based on the common genes between SIRT1^-/-^ and SIRT1^+/-^. The numbers in red did not match the Z-scores of the microarray data.

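On the arrays, 5 of the 10 genes of Table S7 passed limma's test for the CR effect in SIRT1+/+ livers, 1 in SIRT1+/- livers and 0 in SIRT1-/- livers, and 9 passed for the effect averaged over the genotypes. Cyp39a1, a hydroxylase of bile acid synthesis, rose in SIRT1+/+ livers by 2.01 on the log2 scale (standard error 0.40, adjusted p = 0.0344, detected in 2 of 3 AL libraries), and had 1.18 (0.45, adjusted p = 0.483) in SIRT1+/- and 0.73 (0.38, adjusted p = 0.371) in SIRT1-/- livers. Averaged over the genotypes, Gstt3, a glutathione transferase, rose by 0.86 (0.19, adjusted p = 0.0128) and Eif4ebp3, a repressor of translation, rose by 1.08 (0.22, adjusted p = 0.00876). Sdr9c7, a dehydrogenase of retinoids, had an averaged log2 change of -0.09 (0.16, adjusted p = 0.746). Of the 10 genes, 10 had the same sign in SIRT1+/+ and SIRT1+/- livers and 8 in SIRT1+/+ and SIRT1-/- livers, and the difference of the CR effects in SIRT1+/+ and SIRT1-/- livers passed for none, with 4 at an unadjusted p under 0.05. The call for Cyp39a1 in SIRT1+/+ livers was kept in 13 of 18 fits without 1 library. Its adjusted p was 0.163, 0.113 and 0.0561 without AL SIRT1+/+ replicate 1, AL SIRT1+/+ replicate 2 and AL SIRT1+/+ replicate 3, and 0.0934 and 0.102 without CR SIRT1+/+ replicate 1 and CR SIRT1+/+ replicate 2. Rdh20 of the table is Sdr9c7 in the annotation used.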

**Table S8.** Primer sequences used for quantitative PCR analysis

**Supplementary Figure legend**

**Figure S1.** Parametric analysis of gene-set enrichment (PAGE) was performed on microarray data from SIRT1^+/+^, SIRT1^+/-^ and SIRT1^-/-^ mice fed ad libitum (AL) or subjected to 40% CR. Columns show genes (A) and pathways (B) significantly up- (red) or down-regulated (blue) by CR when sorted against the profile obtained in SIRT1^-/-^ mice.

**Figure S2.** Genes affected by CR in a SIRT1 gene-dose dependent manner. (A) IRS2 GCK, and MUP1 mRNA levels were measured by RT-qPCR in liver homogenates from ad libitum (AL) and 40% CR-fed SIRT1^+/+^, SIRT1^+/-^ and SIRT1^-/-^ mice. n=3 for all groups (*p<0.05 compared to SIRT1^+/+^). Error bars indicate SEM. (B) MUP1 protein levels were determined by Western blotting. n=2-3 for all groups.

**Fig. S1.**

**A B**

**
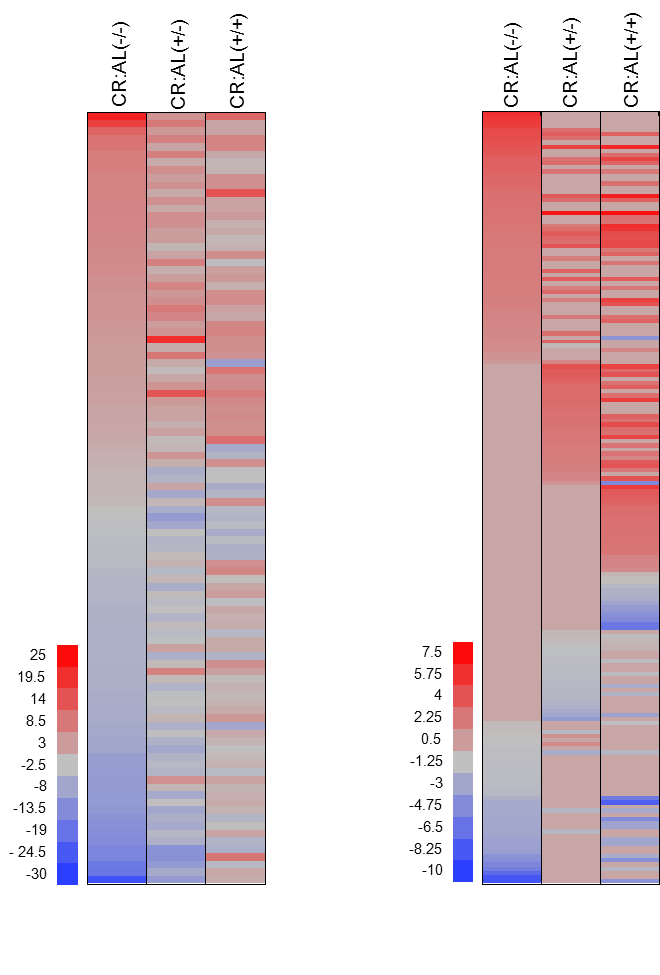
**

**Fig. S2.**

**A.**

*

**B.**

+/+

+/-

-/-

+/+

+/-

-/-

MUP1

AL CR

Poinceau S

How the deposited data were processed for this re-analysis (not part of the article)

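Each library is the liver RNA of 1 mouse hybridized to 1 array of an Illumina MouseRef-8 v2 beadchip, and a replicate is a mouse. The 18 libraries form 6 groups of 3 SIRT1 genotypes and 2 diets, with 2 to 4 mice per group, assigned from the sample labels alone. The authors read the arrays in BeadStudio 3.4.0 and deposited for each probe a signal intensity without background subtraction and a detection p-value, the share of negative control beads at or above the signal. The authors also deposited a score for each probe and array, the z-transformed log10 intensity, and the z-scores computed here from the deposited intensities differ from it by at most 5.0e-10.

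The array has 25697 probes. The annotation used gives 23978 of them 1 gene symbol each (16593 symbols) and does not name 1719, which were left out, so genes found among those alone are not analysed here. Every deposited column of values belongs to a library. Z-scores were multiplied by the mean over arrays of the SD of log2 signal (1.84) so that differences read as log2 changes. Probes were kept with a detection p under 0.05 in at least 2 libraries, and the brightest probe stood for each symbol, which gave 8950 genes. A gene detected in 0 libraries of a group is given a lower bound of its fold change, taken against the level at which a probe is detected. The highest scaled value of an array ran from 7.29 to 9.02, so the brightest probes read partly the top of their array, and 195 genes lay within 1 of it in some library, among them 15 of the 325 falls and 2 of the 574 rises called for the averaged CR effect. As a measure of precision, the median standard error over genes was 0.178 on the log2 scale for the CR effect in SIRT1+/+, 0.20 in SIRT1+/- and 0.167 in SIRT1-/- livers.

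The CR effect in each genotype, their average, their differences and the genotype effects made 12 contrasts of 1 limma fit (limma 3.58.1 in R 4.3.3) of the 6 group means with moderated variance. Each was adjusted by Benjamini-Hochberg over all genes and called at an adjusted p under 0.05, two-sided. The trend of the CR effect over the allele number is the same test as its difference between SIRT1+/+ and SIRT1-/- mice. The Z ratio used a limit of 1.5 with an unadjusted p under 0.05. Of 41 gene lists fixed beforehand, 40 had at least 3 measured genes and were tested with camera at a preset correlation of 0.01 and again with the correlation estimated. Tables were made with Python 3.11.15 (pandas 2.3.3, numpy 2.4.6, scipy 1.17.1) and figures with matplotlib 3.10.9.

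The genes named are those the paper names, the Mup genes, the 10 largest called rises and falls of each CR effect within a genotype, among genes whose AL and CR libraries do not overlap, and the 5 of each other contrast, the 5 of smallest p where fewer than 5 were called, and up to 4 members per list with the largest change. The values in the paper's tables had been seen when this rule was written. Genes named for the library that stood apart, and those of its acute-phase response, were chosen after their values were seen.

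The alternatives were neqc (offset 16) and quantile normalization, the deposited z-scores, no filter on dim probes, a detection p under 0.01, the mean of all probes of a gene, a fit on the compared groups only, array quality weights, the replicate number as a block, the Y-linked transcripts as a covariate, only libraries with a Y-linked transcript, other limits of the Z ratio, and 18 fits without 1 library each. These and the tests above were set before the data were examined, and 2 further settings were chosen after seeing the data. In simulated data of the real size with 200 changed genes, limma called 79 of 100 genes changed by a log2 of 1 and 99 of 100 changed by 2 in SIRT1+/+, 75 and 97 in SIRT1+/- and 85 and 100 in SIRT1-/- mice, with 14, 12 and 7 unchanged genes called. The simulated genes varied independently with a normal spread, without correlated genes, sex-linked differences or a library that stands apart. These shares may therefore not hold for the real libraries. The lifespan, glucose, protein and RT-qPCR measures are not used here.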

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

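The tests of sex and of hepatocyte RNA were chosen after the fall of male-biased genes had been seen, while the splits of the libraries were planned.

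In 7 libraries labelled male, Xist was detected and no Y-linked transcript had a detection p under 0.01. They are AL SIRT1-/- replicates 2 and 3, CR SIRT1+/+ replicates 1 and 3, CR SIRT1+/- replicate 2 and CR SIRT1-/- replicates 2 and 3. The paper does not report these transcripts. Since 3 of 6 CR and 0 of 5 AL livers of SIRT1+/+ and SIRT1+/- mice carried Xist, sex is a candidate explanation of the fall of male-biased liver genes on CR there. In the 3 CR and 5 AL libraries with a Y-linked transcript alone, the mean of the list on CR minus that on AL was -1.51 on the log2 scale (exact permutation p = 0.0179, two-sided), so sex does not account for the whole fall. A lower share of hepatocyte RNA on CR was tested too. Over 10 hepatocyte markers away from the top and the detection level of the arrays, the mean change in SIRT1+/+ livers was -0.148 (SD 0.546 over markers), against -2.55 for the male-biased list, so such a loss could account for little of it. The size of any part due to sex was not measured, since no label gives it.

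The difference of the CR effects in SIRT1+/+ and SIRT1-/- livers passed limma's test for Aldh1a1 (-1.72) and Cyp4a12a (-7.96), the latter detected in 0 of 3 CR SIRT1+/+ libraries and in no SIRT1-/- library on either diet, so that its value rests on the AL SIRT1+/+ level against background and is not the size of a difference. Over 100 splits that shuffled the genotype within each diet, 3 gave 2 calls or more, the highest of the others being 7. Such splits also remove the genotype effects, 34 of which were called on AL, so they do not test the difference by itself. Chance is not excluded for the 2 calls, which did not hold in most fits without 1 library. The trend over the allele number is the same test and gave 3 of 100 with the same highest value of 7.

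Of 86 values tested in the AL SIRT1-/- group, 8 had 1 mouse far from the other 3, where chance gives about 1 in 20, and 4 of the 8 were of AL SIRT1-/- replicate 4. This library had a median correlation with the others of 0.9421 (0.9693 to 0.974 in the other 3), a list mean of heat shock and chaperone genes of 0.722 (-0.1727 to -0.08319), of hypoxia and HIF1 targets of 0.1149 (-0.1523 to -0.1104) and of adipocyte markers of -1.209 (-0.05966 to 0.0554). AL SIRT1-/- replicate 1 had a mean of histone genes of -0.1168 (0.2982 to 0.3496), Kdm6a at 2.089 (2.701 to 2.781) and Trappc4 at 5.103 (4.292 to 4.34). AL SIRT1-/- replicate 3 had Mup6 at 1.269 (4.758 to 5.013).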

How the results depend on the processing

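Leaving out 2 libraries that stand apart (AL SIRT1-/- replicate 4 and CR SIRT1+/+ replicate 1) and counting the library labelled AL SIRT1-/- replicate 1 as AL SIRT1+/- were chosen after seeing the data. The other settings were planned.

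The count of 28 called lists (25 to 38 without 1 library) and the Sirt1 difference of -0.128 (-0.253 to -0.0233) kept their side of the threshold, or stayed within 1.5 times, under each setting below, while the lists called were 0 with an estimated correlation. Over the named genes, 23775 comparisons gave the same call, 1152 a weaker and 223 a stronger one, and over the lists 815 gave the same and 52 a weaker one. The averaged change of Pccb was -0.0402 and became 0.375 with the mean of all probes of a gene. The deposited z-scores gave the values reported. No chip number was used here, so the chip as a block was not run. If the deposited column numbers, which place all CR before all AL libraries, follow the arrays, such a batch cannot be told apart from diet. Probes near background limit what can be read, as their signal holds background. Unless stated, the cause of a change below was not tested.

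Without 1 library, the counts ran from 10 to 108 for the CR effect in SIRT1+/+ (59), 0 to 6 in SIRT1+/- (2), 0 to 59 in SIRT1-/- (13) and 339 to 1319 averaged (899). They ran from 0 to 5 for genes shared by SIRT1+/+ and SIRT1+/- only (2), from 55 to 120 for the Z ratio overlap (100), and from 0 to 13 for the difference of the CR effects in SIRT1+/+ and SIRT1-/- and for the trend over alleles (2 each). For the differences between SIRT1+/- and SIRT1-/-, and between SIRT1+/+ and SIRT1+/-, they ran from 0 to 5 and from 0 to 2 (0 each). On CR they ran from 0 to 4 for SIRT1+/- against SIRT1+/+ and from 0 to 2 for SIRT1-/- against SIRT1+/+ (0 each). They ran from 15 to 46 for SIRT1-/- against SIRT1+/+ on AL (34) and from 0 to 19 for the allele number averaged over diets (12). Where this left a group with 1 library, that library is assumed to vary like the other groups.

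With neqc and with quantile normalization the CR effect in SIRT1+/- called 4 genes, 4 were shared by SIRT1+/+ and SIRT1+/- only, and the difference between SIRT1+/+ and SIRT1-/- and the trend over alleles called 5 each. With quantile normalization the CR effect in SIRT1-/- called 23. With no filter on dim probes the CR effect in SIRT1-/- called 7, the Z ratio overlap was 152, the difference between SIRT1+/+ and SIRT1-/- and the trend called 0, and the averaged allele number called 3. With a detection p under 0.01 the difference and the trend called 4. With a fit on the compared groups only, which has fewer libraries, the CR effect called 1 in SIRT1+/- and 0 in SIRT1-/-, 0 were shared, the difference and the trend called 16 and SIRT1-/- against SIRT1+/+ on AL called 20. With array quality weights the CR effect called 228 (136 up and 92 down) in SIRT1+/+, 19 in SIRT1+/-, 83 in SIRT1-/- and 2136 averaged, 9 were shared, SIRT1+/- against SIRT1-/- called 2, SIRT1-/- against SIRT1+/+ on AL called 95 and the averaged allele number called 27.

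The replicate numbers do not pair the libraries. Over 40 pairs of the same number the correlation of deviations from the group means ran from -0.18 to 0.29, with a median of 0.022 (-0.011 for other pairs). With the replicate block the CR effect called 114 (60 up and 54 down) in SIRT1+/+ and 5 in SIRT1+/-, 4 were shared, the difference and the trend called 0 and the averaged allele number called 27, and no other count moved by over 1.5 times.

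With the Y-linked transcripts as a covariate the CR effect called 24 in SIRT1+/+ and 491 averaged, and SIRT1+/- against SIRT1-/- called 2. In the libraries with a Y-linked transcript, where CR SIRT1+/+ and CR SIRT1-/- hold 1 library each and the other groups supply their spread, it called 31 (19 up and 12 down) in SIRT1+/+, 4 in SIRT1-/- and 67 averaged, the difference between SIRT1+/+ and SIRT1-/- and the trend called 1, SIRT1+/+ against SIRT1+/- called 2, and on CR SIRT1+/- against SIRT1+/+ called 5 and SIRT1-/- against SIRT1+/+ called 3. With a Z ratio beyond 2 the overlap was 55, and with no p it was 163. Without the 2 libraries that stand apart the CR effect called 50 (28 up and 22 down) in SIRT1+/+, 4 in SIRT1+/-, 37 in SIRT1-/- and 1512 averaged, and the difference and the trend called 0. With the library labelled AL SIRT1-/- replicate 1 counted as AL SIRT1+/- the CR effect called 12 in SIRT1+/+, 0 in SIRT1+/- and 39 in SIRT1-/-, 0 were shared, the overlap was 60, the difference, the trend and the averaged allele number called 0, and SIRT1-/- against SIRT1+/+ on AL called 11.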

Differences from the paper's values

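The setting that counts the library labelled AL SIRT1-/- replicate 1 as AL SIRT1+/- was chosen after seeing the values, and the other settings were set before the data were examined.

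The paper gives 26 genes downregulated by CR in SIRT1+/+ and SIRT1+/- mice and dependent on SIRT1, and here 47 were lower at a Z ratio beyond 1.5 with an unadjusted limma p under 0.05. The paper names no Z limit, and its supplement treats p-values under 0.05 as significant. Counts within 1.5 times of each other were taken as not different. The values do not differ by this measure with a detection p under 0.01 (38), the Y-linked transcripts as a covariate (38), only libraries with a Y-linked transcript (35), a Z ratio beyond 2 (33), or without CR SIRT1+/+ replicate 3 (38), CR SIRT1+/- replicate 2 (30), AL SIRT1+/- replicate 1 (26) or AL SIRT1+/- replicate 2 (35). They differ with neqc (43), quantile normalization (49), the deposited z-scores (47), no filter (68), the mean of all probes (45), the compared groups only (55), array weights (58), the replicate block (65), a z-test p (48), no p (77) and without each other library (41 to 56). With the library labelled AL SIRT1-/- replicate 1 counted as AL SIRT1+/-, a setting chosen after seeing the values, the count is 25, and 18 of the 29 measured genes that the paper names in Fig. 1C are not among the genes counted there, against 19 as labelled. Without AL SIRT1+/- replicate 1, which meets the paper's 26, 24 of the 29 are not.

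For Cyp39a1, Table S7 of the paper gives a Z value of 4.56 in SIRT1+/+ and 2.58 in SIRT1+/- mice, and here the Z ratio over all probes was 6.524 and 4.467. In SIRT1+/+ mice the values do not differ with the mean of all detected probes (4.56), the Y-linked transcripts as a covariate (6.11), without CR SIRT1+/+ replicate 2 (5.12) or without AL SIRT1+/+ replicate 1 (6.02), and differ under each other planned setting. Table S3 of the paper itself lists 6.52 for this gene. In SIRT1+/- mice the values of Cyp39a1 do not differ with the mean of all detected probes (2.64), quantile normalization (4.44), the Y-linked transcripts as a covariate (4.24), only libraries with a Y-linked transcript (3.43), or without CR SIRT1+/- replicate 1 (4.10), CR SIRT1+/- replicate 2 (3.43) or AL SIRT1+/- replicate 1 (3.38), and differ under each other planned setting.

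For Sdr9c7 (Rdh20), Table S7 of the paper gives -1.81 in SIRT1+/+ mice and here the Z ratio was -0.5143. The values do not differ with the mean of all detected probes (-1.02), quantile normalization (-0.78), without CR SIRT1+/+ replicate 2 (-1.03) or without AL SIRT1+/+ replicate 2 (-1.13), and differ under each other planned setting. The legend of the table marks numbers in red, and which numbers are so marked was not known here.

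Of 48 single-gene Z values compared, 3 differ by more than the replicate SD of the value, which ran up to 6.80, and 0 have opposite signs. Both values of each pair come from the same arrays and this SD is wide, so the tally is a weak check. Within 0.02, the libraries as labelled met the values of Tables S3 and S4 for 234 of 251 genes in SIRT1+/+ mice. They met 12 in SIRT1+/- and 8 in SIRT1-/- mice. The paper describes a dose-dependent change in many genes. By its own Z values in Table S3 the SIRT1+/- value lies between the other genotypes for 33 of 100 genes, and here for 28 of the 88 measured.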

Other observations

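The tests of the level of AL SIRT1-/- livers and of the grouping of libraries behind the tables were chosen after the results were seen, and the splits were planned.

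For the CR effect averaged over the genotypes, of 21 complement genes measured 6 fell and 1 rose at an adjusted p under 0.05 from limma (12 fell and 1 rose when adjusted over the list alone). Among them C6, of the membrane attack complex, fell by 1.80 (standard error 0.26, adjusted p = 0.00168). Of 22 CAR and PXR targets, which include enzymes that clear foreign compounds, 7 rose and 1 fell (9 and 1 over the list alone). Neither list was tested as a group for this effect. Over the SIRT1 allele number averaged over both diets, 11 genes rose and 1 fell with limma. Serpina12, the vaspin gene, rose by 1.12 per allele (standard error 0.18, adjusted p = 0.0309), a call kept in 10 of 18 fits without 1 library (up to 0.127, without CR SIRT1-/- replicate 3) and lost without CR SIRT1+/+ replicate 2, CR SIRT1-/- replicate 1, CR SIRT1-/- replicate 2, AL SIRT1-/- replicate 2, AL SIRT1-/- replicate 3, AL SIRT1+/+ replicate 1 and AL SIRT1+/+ replicate 3 as well. The 12 became 0 without CR SIRT1-/- replicate 2, CR SIRT1-/- replicate 3, AL SIRT1-/- replicate 2, AL SIRT1-/- replicate 3, AL SIRT1+/+ replicate 1 or AL SIRT1+/+ replicate 3, 1 without CR SIRT1+/+ replicate 2, and 19 without CR SIRT1+/- replicate 2. They became 5 without CR SIRT1+/+ replicate 1 or CR SIRT1-/- replicate 1 and 7 without CR SIRT1+/- replicate 3, AL SIRT1+/- replicate 1, AL SIRT1+/- replicate 2 or AL SIRT1+/+ replicate 2.

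Of the 59 genes called for CR in SIRT1+/+ livers, 57 were not called in SIRT1-/- livers. A candidate explanation is that AL SIRT1-/- livers already lay near the CR level. Signed by the CR effect in SIRT1+/+ livers, AL SIRT1-/- minus AL SIRT1+/- had a median of 0.745 over the 57 genes, next to a CR effect of 1.33 in SIRT1+/+, 0.756 in SIRT1+/- and 0.285 in SIRT1-/- livers, and 55 of 57 lay on the CR side. The median CR effect in SIRT1-/- livers was 0.258 without AL SIRT1-/- replicate 4, so that library does not account for it. In libraries with a Y-linked transcript AL SIRT1-/- minus AL SIRT1+/- was 0.729. The 2 AL SIRT1-/- libraries that carry one gave 0.773 (replicate 1) and 0.851 (replicate 4) and the 2 without gave 0.677 and 0.711, next to 0.0672 between both AL SIRT1+/- libraries, so the sex of the mice does not account for the whole. The 57 genes were picked for their difference from AL SIRT1+/+ livers, which is why AL SIRT1+/- livers served as the reference.

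The Z values of Tables S3 and S4 for SIRT1+/- and SIRT1-/- mice are met within 0.02 by the libraries as labelled for 12 and 8 of 251 genes when the SD is taken over all probes, so the SD alone does not account for them. Over 246 sets of 2 to 4 of the 9 AL libraries, the set of both AL SIRT1+/- libraries and the library labelled AL SIRT1-/- replicate 1 meets 233 SIRT1+/- values (next set 18), and AL SIRT1-/- replicates 2, 3 and 4 meet 235 SIRT1-/- values (next set 19). A candidate explanation is that this library was counted as AL SIRT1+/- in the tables. The library's own values, given next, bear on its genotype and not on how the tables were computed. In its own values Irs2 was 3.30, against 1.08 and 1.51 in the AL SIRT1+/- libraries, and Mup20 was 1.04, against 4.88 and 4.46. Cyp4a12a was -0.807, against 7.01 and 7.39, and C6 was 1.35, against 4.11 and 4.63, while the other AL SIRT1-/- libraries held -1.24 to -1.04 and 1.13 to 2.20. Its loading on the third principal component was -0.343, against 0.00194 and 0.0321 in the AL SIRT1+/- and -0.437, -0.511 and -0.0195 in the other AL SIRT1-/- libraries. Other values of this library lay nearer to the AL SIRT1+/- libraries. Its mean of histone genes was -0.117, against -0.006 and 0.089 in those and 0.298 to 0.35 in the other AL SIRT1-/- libraries. Its mean of fatty acid and triglyceride synthesis was 0.154, against 0.556 and 0.278 in the first and -0.656 to -0.267 in the second. These genes and lists were picked after their values were seen, and the genotype itself was not measured here. Sets within the labelled genotypes, pairs across genotypes and 12 combinations of thresholds had been looked at before, and none was adopted.

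For the averaged CR effect (899), 1 of 100 splits, the real one, gave a count as large, and the highest other was 18. The same held for SIRT1-/- against SIRT1+/+ on AL (34, highest other 10, 1 of 35) and for the averaged allele number (12, highest other 2, 1 of 100). Chance is unlikely for these counts, but their shares are the smallest the splits can give and were not adjusted over the patterns. The splits test neither a batch that follows diet nor sex. Xist was detected in 2 of 4 AL SIRT1-/- and 0 of 3 AL SIRT1+/+ libraries. For the CR effect in SIRT1-/- livers (13, highest other 60, 3 of 35) and for the called lists (28, highest other 40, 46 of 100) chance is not excluded, and what gave the 60 was not tested. For the CR effect in SIRT1+/+ livers (59, highest other 0, 1 of 10), SIRT1+/- against SIRT1+/+ on CR (0, highest other 5, 10 of 10) and SIRT1-/- against SIRT1+/+ on CR (0, highest other 0, 10 of 10) the splits are too few for a share under 0.05.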
